A study of Mustela putorius furo with 2 samples.

How the data were processed

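The data are single-nucleus RNA-seq profiles of somatosensory cortex from the ferret (Mustela putorius furo), a carnivore with a folded cortex. Nuclei were isolated from frozen tissue by douncing and a density gradient and were captured on the 10x Genomics droplet platform, per the labels' protocols. The 2 libraries carry the genotype label DCX knockout, while the series text describes a knockdown. One comes from the tissue labelled upper band of the cortex and the other from the tissue labelled deeper band, and band was the comparison made. There was 1 library per band. Wild-type tissue was not analysed here, and the age, sex and identity of the animals are not given by the labels used. The sample titles number the libraries as replicates 1 and 2 of a mutant, but their region labels differ, so they were not treated as replicates of 1 group.

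For each library the authors deposited a matrix of unique molecular identifier (UMI) counts per gene and barcode, with no normalization, per the file headers and the whole-number values. The header gives a software version of 3.1.0. The aligner, genome build, annotation release, treatment of intronic reads and the rule that chose the barcodes are not stated. Genes carry Ensembl ferret identifiers. Of 28156 features, 14296 have a symbol, and these took 82.3% of the UMIs in the upper-band library and 82.6% in the deeper-band library. Symbols were taken from the deposited feature tables. No coordinates are printed, because the build is not stated. The feature tables name no mitochondrial gene, so no mitochondrial filter was applied, and none of the 7 sex-linked genes listed for a check of the animals' sex was present.

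The upper-band matrix held 7151 barcodes, 66253015 UMIs and a median of 8530 UMIs per barcode. The deeper-band matrix held 9694 barcodes, 78352064 UMIs and a median of 6444. Nuclei with at least 500 detected genes were kept, which left 7091 and 9608. Doublets were called per library with Scrublet (scanpy 1.11.5) at its automatic threshold, with an expected rate of 0.8% per 1000 nuclei. It removed 860 nuclei (12.1%) from the upper-band library and 1546 (16.1%) from the deeper-band library, against expected rates of 5.67% and 7.69%. The 6231 and 8062 nuclei left had medians of 7968 and 4880 UMIs, below the medians before removal, so the caller took out deep nuclei more often than shallow ones. Alternatives with no removal and with more removal had been fixed before the data were examined. No correction for free RNA in the droplets was made. Beside shares of nuclei with a UMI, the share in a class that should lack the gene is given.

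Both libraries were clustered together. Counts were scaled to 10000 per nucleus and log-transformed, 2000 genes were chosen as variable with the library as batch, their values were scaled and limited to 10, and 30 principal components with 15 neighbours entered Leiden clustering at a resolution of 1 (scanpy with igraph 0.11.9 and scikit-learn 1.9.0, Python 3.11.15). No integration step was applied. Excitatory and inhibitory nuclei were each clustered again with the same settings. Clusters were named from marker lists fixed before the data were examined. The scoring rule was set after the clusters had been seen, because a first rule that asked for a 2-fold excess over all other nuclei failed for excitatory neurons, the most common class. Under the rule used, a marker counted as raised when its CPM value (the usual UMI count relative to all UMIs of the cluster) reached 1/3 of its highest value over clusters and at least 10% of the cluster's nuclei had a UMI. A cluster took the name of the class with most raised markers. It stayed unnamed with under 3 raised markers, a tie, at least 5 markers of another class raised 2-fold, more markers of another class among its top 10 genes, or low UMI counts with no own marker there. Subclusters were scored only against the other subclass of the same neuron class, so markers of glia or vessels among their top genes did not keep them unnamed. Examples are an upper-layer-like subcluster with AQP4 and MEGF11 among its top genes (186 and 178 nuclei) and an MGE-like subcluster with BMPR1B, DOCK8 and ADGRL4 (67 and 22 nuclei). All names mean resemblance to a type. The clusters this left unnamed are given with their shares. Immune or stress genes led some named clusters, namely IL7R and IKZF1 in the microglia-like cluster, CRYAB in 1 of the oligodendrocyte-like clusters and CD44 in 1 of the astrocyte-like clusters.

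UMIs were summed per library and class and expressed as CPM of the class total. Nuclei are not replicates, so no test, p-value or count of changed genes was computed. Sums carry exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals, and log2 ratios of CPM (deeper over upper band) exact conditional binomial intervals. Log2 ratios of shares carry log-scale (Katz) intervals, and medians of gene lists carry intervals from Poisson draws around the sums. All are 95% intervals and cover counting error only, not differences between animals, dissections or library preparations. A list's median was set against 10000 random lists of the same size matched on mean expression, as a description of these 2 libraries. Genes with at least 100 UMIs over both libraries in the class entered list medians and spreads. Shares of nuclei with a UMI were also computed after thinning each nucleus to 1500 UMIs. That left out 346 upper-band and 707 deeper-band nuclei.

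The text names the genes of lists fixed before the data were examined, and genes picked by size. For the latter, each class with at least 100 nuclei in both libraries was searched for genes with a symbol, at least 100 UMIs, at least 20 CPM in 1 library and a CPM of at least 0.5 of the highest class. The 5 highest and 5 lowest log2 ratios were taken in excitatory nuclei and 2 of each in every other class. Several list members were not in the feature tables by symbol and were not analysed here, among them CUX1, POU3F3, HS3ST4, YWHAE, SOX2, HES5, HOPX, MKI67, UBE2C, BUB1B, SOX11 and TUBB3.

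The gene-level code was tested on simulated counts for the excitatory comparison, with 13862 genes of which 200 were changed. The direction was recovered for 100% of the changed genes, and 95.4% of the intervals held the true ratio. Of 100 unchanged lists of 10 genes, 91.0% fell inside the central 95% of matched random lists. Percentiles near the ends may thus be slightly too extreme, but 100 lists are too few to settle this. The simulated counts were Poisson draws, so unchanged genes varied by counting error only, less than the real genes did. The real lists used 4, 8 or 12 genes, so the simulation does not test their percentiles directly. Alternatives fixed before the data were examined were gene minimums of 200 and 1000, no doublet removal, removal of 2 times as many nuclei, Leiden resolutions of 0.5 and 2, each library clustered on its own, thinning, median-of-ratios scaling and the mean of each nucleus's own CPM. One more was chosen after seeing the data, in which the 186 marker and list genes were left out of the clustering.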

Results

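Single-nucleus transcriptomes were collected from the upper and the deeper band of the cortex of ferrets labelled as DCX knockouts. DCX encodes doublecortin, a microtubule-binding protein of migrating neurons whose loss causes lissencephaly or a band of misplaced neurons under the cortex. The study's title names the cellular make-up of this condition and the role of DCX in neural progenitors. The comparison within the 2 libraries is between bands. Each band had 1 library, so no difference below has a replicate check, and band cannot be told apart from library preparation or animal. The upper-band library held 66253015 UMIs over 7151 barcodes and the deeper-band library 78352064 UMIs over 9694 barcodes. After filtering, 6231 and 8062 nuclei remained, with 51835120 and 52715880 UMIs.

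The targeted gene was examined first. DCX (ENSMPUG00000004047) was detected in both libraries. It had 4076 UMIs in the upper-band library, or 78.6 CPM (95% Poisson interval 76.2 to 81.1), and 4069 UMIs in the deeper-band library, or 77.2 CPM (74.8 to 79.6). The label of a knockout could not be checked from this level, because wild-type tissue was not analysed here and a small edit need not lower the transcript. By class, DCX stood at 71.1 CPM in excitatory neuron-like nuclei of the upper band and 77.4 CPM in those of the deeper band, a log2 ratio of 0.12 (0.05 to 0.20). In inhibitory neuron-like nuclei it stood at 120.6 and 114.3 CPM, a log2 ratio of -0.08 (-0.22 to 0.06) that was not distinguishable from 0 at this depth. The highest levels were in astrocyte-like nuclei, at 207.3 CPM (182.4 to 234.7) and 178.0 CPM (159.9 to 197.5). The alternative that moved these ratios most was thinning, which gave 0.11 (-0.23 to 0.44) in inhibitory nuclei.

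**Figure D1:**
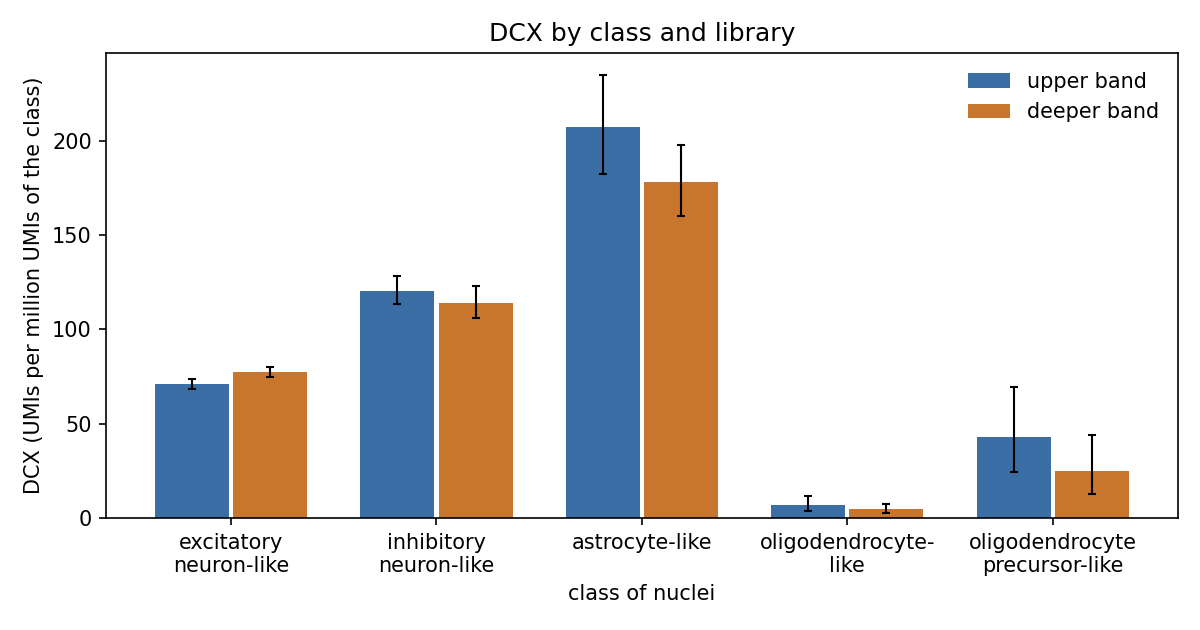
DCX in CPM of each class (y axis) for 5 classes of nuclei (x axis) in the upper-band and deeper-band libraries, with exact 95% Poisson intervals of 1 library each. Astrocyte-like nuclei had the highest values, 207.3 and 178.0 CPM, and oligodendrocyte-like nuclei the lowest, 7.26 and 4.88 CPM.

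A DCX UMI was present in 45.6% of excitatory nuclei of the upper band and 48.6% of those of the deeper band, at median depths of 10727 and 10387 UMIs. In oligodendrocyte-like nuclei, a class taken as lacking DCX, the shares were 1.64% and 0.929% at median depths of 2208 and 1860.5 UMIs. After thinning to 1500 UMIs the shares were 9.70% and 10.3% in excitatory nuclei, 14.9% and 16.0% in inhibitory nuclei, 24.1% and 20.6% in astrocyte-like nuclei and 0.775% and 0.799% in oligodendrocyte-like nuclei. Thinning left out 17 and 6 excitatory, 16 and 8 inhibitory, 14 and 52 astrocyte-like and 80 and 418 oligodendrocyte-like nuclei. The paralog DCLK1 had 1614 and 1611 CPM in excitatory nuclei, a log2 ratio of 0.00 (-0.02 to 0.01).

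Nuclei fell into 27 clusters, of which 23 were named. Excitatory neuron-like nuclei made up 50.7% of the upper-band library (exact binomial interval 49.5 to 52.0%) and 42.5% of the deeper-band library (41.4 to 43.6%). Inhibitory neuron-like nuclei made up 16.4% (15.5 to 17.3%) and 9.46% (8.83 to 10.1%). Among neuron-like nuclei alone, the inhibitory share was 24.4% in the upper band and 18.2% in the deeper band. Astrocyte-like nuclei made up 6.23% (5.64 to 6.86%) and 10.0% (9.35 to 10.7%). Oligodendrocyte-like nuclei made up 13.7% (12.9 to 14.6%) and 25.4% (24.4 to 26.3%), a log2 ratio of 0.89 (0.78 to 0.99). An unnamed cluster with oligodendrocyte markers, led by ABCA9 and by ENPP6, held 1.17% and 5.66% of the nuclei. It stayed unnamed because its top 10 genes held more markers of another class than of oligodendrocytes. It raised 11 oligodendrocyte markers, and newly formed oligodendrocytes came next with 2. Counted with this cluster, the oligodendrocyte-like share was 14.9% and 31.0%. Shares sum to 100% within a library, so a higher glial share lowers the neuronal share. Among the class shares given above, the oligodendrocyte-like ratio changed most under an alternative. It fell to 0.40 when 2 times as many nuclei were removed as doublets.

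In smaller classes the differences were within counting error in the main setting. Oligodendrocyte precursor-like nuclei made up 2.02% and 2.39%, a log2 ratio of 0.24 (-0.08 to 0.56), but 2 alternatives gave intervals clear of 0, the higher at 0.35 (0.03 to 0.67) with 2 times as many doublets removed. Microglia-like nuclei made up 0.754% and 0.819%, but more nuclei with microglia markers lay in an unnamed cluster that also had oligodendrocyte markers, with 2.46% and 1.55% of the nuclei. The other unnamed clusters had oligodendrocyte with astrocyte markers (2.41% and 0.409%) and vascular markers at low UMI counts (4.14% and 1.86%). No cluster took the name of radial glia, intermediate progenitors, proliferating cells or newly formed oligodendrocytes. For a named class with 0 of 6231 and 0 of 8062 nuclei, 3 counts, the limit that a count of 0 allows, would be shares of 0.0481% and 0.0372%, although nuclei of such a class could lie inside other clusters.

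**Figure D2:**
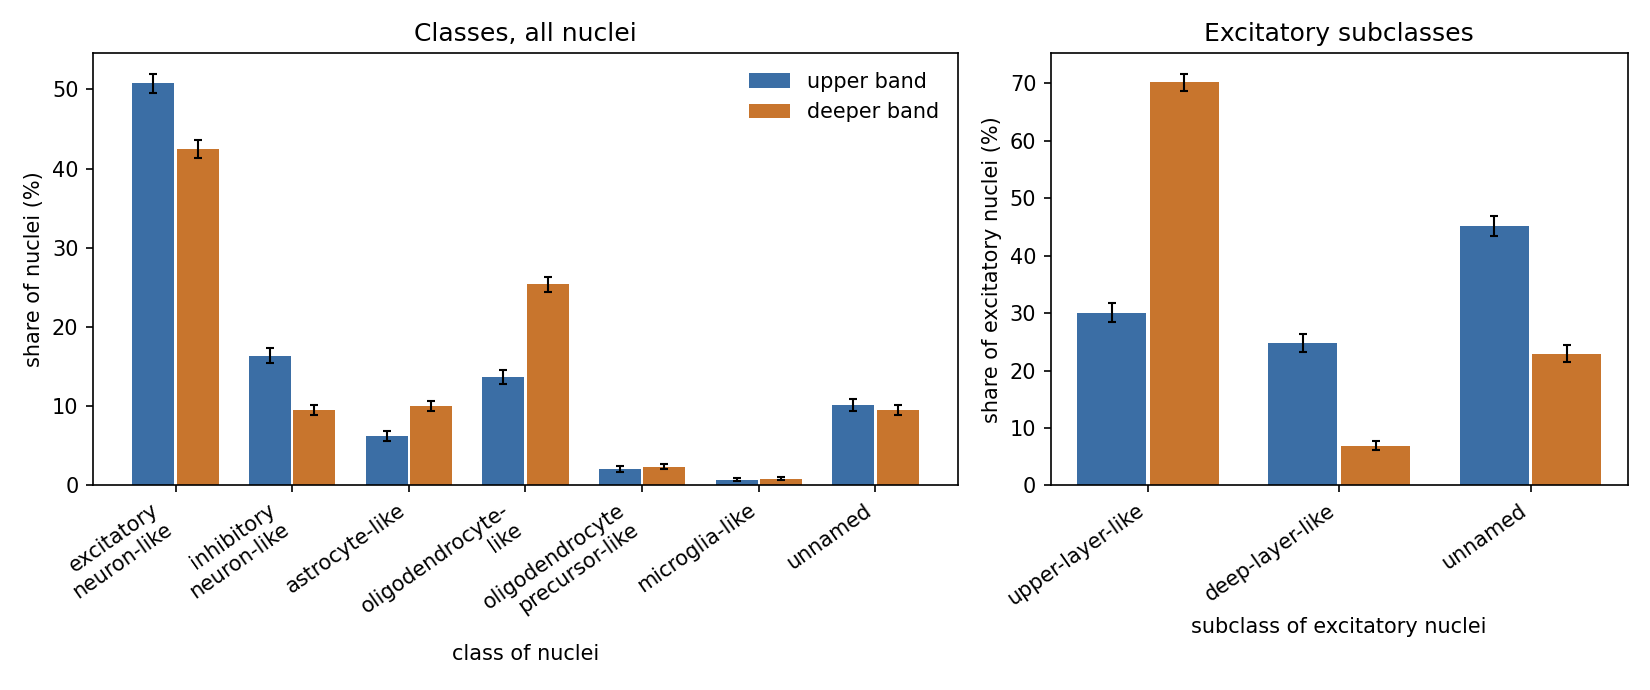
Shares of all nuclei by class (left, % of nuclei) and of excitatory nuclei by subclass (right, % of excitatory nuclei) in the upper-band and deeper-band libraries, with exact 95% binomial intervals of 1 library each. Oligodendrocyte-like nuclei were 13.7% of the upper-band and 25.4% of the deeper-band nuclei, and upper-layer-like nuclei 30.1% and 70.2% of the excitatory nuclei.

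Inhibitory nuclei formed 21 subclusters, of which 12 were called MGE-like (medial ganglionic eminence, the origin of SST and PVALB interneurons) and 7 CGE-like (caudal ganglionic eminence, the origin of VIP interneurons). MGE-like subclusters held 66.0% (63.0 to 68.9%) of upper-band and 57.8% (54.2 to 61.3%) of deeper-band inhibitory nuclei. CGE-like subclusters held 30.0% (27.2 to 32.9%) and 33.4% (30.1 to 36.9%), a difference within counting error in the main setting. The ratio of CGE-like shares was 0.16 (-0.04 to 0.36), against 0.44 (0.17 to 0.71) after thinning. Unnamed subclusters held 4.02% and 8.78%.

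Excitatory nuclei formed 18 subclusters, of which 8 were called upper-layer-like, 4 deep-layer-like and 6 stayed unnamed. Upper-layer-like subclusters held 30.1% (28.5 to 31.7%) of the upper-band excitatory nuclei and 70.2% (68.6 to 71.7%) of the deeper-band ones, a log2 ratio of 1.22 (1.14 to 1.31). Deep-layer-like subclusters held 24.8% (23.3 to 26.3%) and 6.92% (6.09 to 7.82%), a log2 ratio of -1.84 (-2.04 to -1.64). Unnamed subclusters held 45.1% and 22.9%. The excess of upper-layer-like nuclei was thus in the deeper band. Since the naming genes themselves differed between libraries, the clustering was repeated without all marker and list genes. This gave log2 ratios of 1.13 for upper-layer-like and -1.84 for deep-layer-like nuclei. The names still came from the marker genes, so the repeat removed their part in forming subclusters but not in naming them. Clustering each library on its own moved the deep-layer-like ratio most toward 0, to -0.98.

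The layer genes were then compared over all excitatory nuclei, independent of subclusters. The 8 upper-layer genes had a median log2 ratio of 0.80 (0.76 to 0.90), at percentile 100 of 10000 matched random lists, and 7 of them were higher in the deeper band. CUX2 had 294.7 CPM in the upper band and 591.2 CPM in the deeper band, a log2 ratio of 1.00 (0.97 to 1.04). RASGRF2 had a log2 ratio of 0.85 and UNC5D of 1.06. POU3F2, which was low, had 0.58 (0.22 to 0.94) but -0.12 (-1.47 to 1.23) after thinning. The 12 deep-layer genes with enough UMIs had a median of -1.04 (-1.15 to -0.86), at percentile 0 of the matched lists, and 10 of them were lower in the deeper band. FEZF2 fell from 34.2 to 7.43 CPM, FOXP2 from 36.1 to 8.49 CPM and BCL11B from 111.6 to 49.96 CPM. TBR1 changed little, with a log2 ratio of -0.15 (-0.26 to -0.04), and CRYM was higher in the deeper band at 0.38 (0.06 to 0.70). The layer 4 gene RORB had 291.8 and 435.3 CPM, a log2 ratio of 0.58 (0.54 to 0.61). The alternatives computed for these medians were median-of-ratios scaling, the mean of each nucleus's CPM, no doublet removal, a gene minimum of 1000 and thinning. Across them the upper-layer median stayed between 0.79 and 0.82 and the deep-layer median between -1.09 and -0.90.

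**Figure D3:**
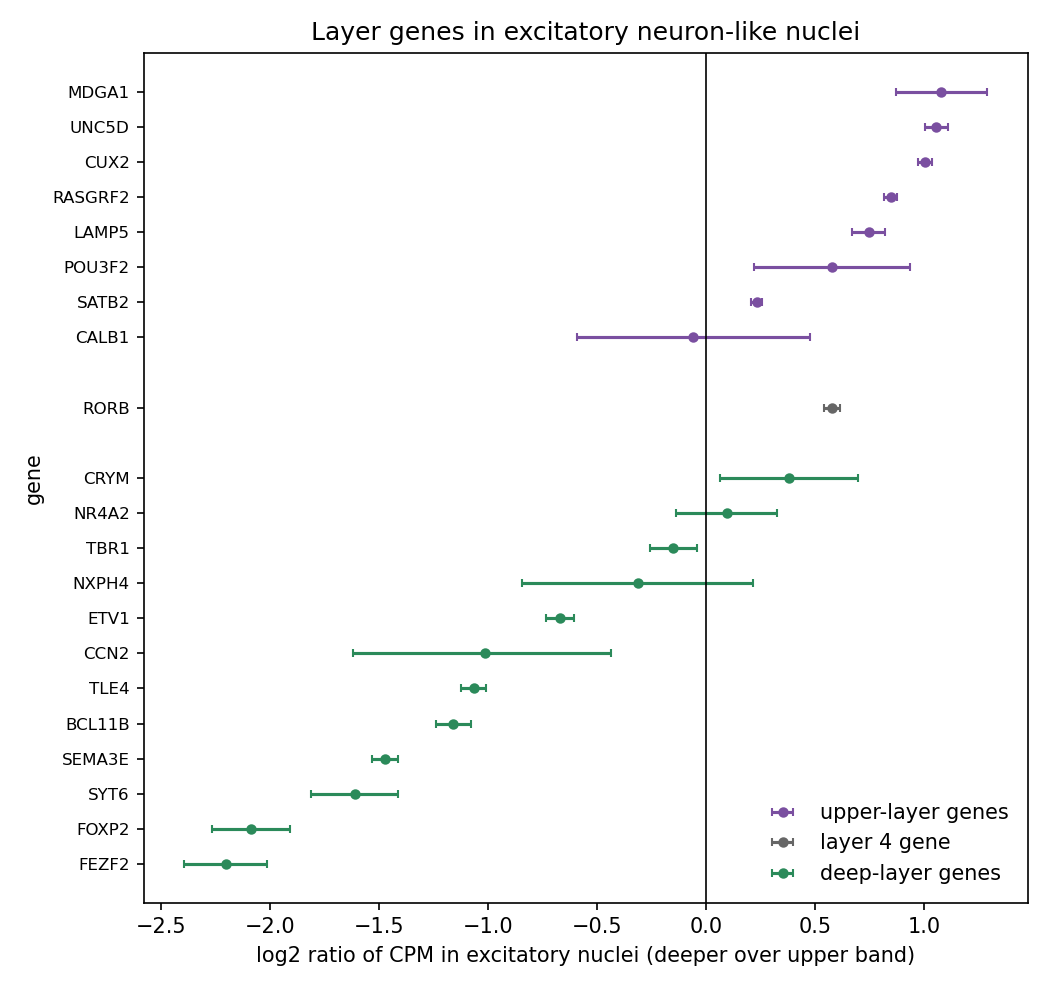
Log2 ratio of CPM in excitatory neuron-like nuclei, deeper over upper band (x axis), for each layer gene with at least 100 UMIs (y axis), with exact conditional binomial 95% intervals that cover counting error. Ratios of upper-layer genes lay between -0.06 and 1.08 and those of deep-layer genes between -2.20 and 0.38.

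Progenitor and proliferation genes were sparse in both libraries. The 8 progenitor genes summed to 554 UMIs, or 10.7 CPM (9.82 to 11.6), in the upper band and 355 UMIs, or 6.73 CPM (6.05 to 7.47), in the deeper band, a log2 ratio of -0.67 (-0.86 to -0.47). VIM gave 45.7% and 19.4% of these UMIs. Without VIM, a comparison chosen after its values were seen, the ratio was -0.10 (-0.34 to 0.14). The other members did not move together, with FABP7 at -0.53 (-0.91 to -0.16) on 145 and 102 UMIs and PAX6 at 0.30 (-0.04 to 0.64) on 132 and 165 UMIs. Thinning moved the ratio of the full list most, to -0.26 (-0.60 to 0.07). EOMES had 3 UMIs in the upper band and 0 in the deeper band, NEUROG2 0 and 1, and INSM1 1 and 3. The 4 proliferation genes summed to 320 and 262 UMIs, a log2 ratio of -0.31 (-0.55 to -0.07), and most of these were ASPM UMIs (231 and 205). With thinning the ratio of this list was -0.30 (-0.86 to 0.27), and ASPM alone had -0.20 (-0.48 to 0.08) without thinning. Both intervals held 0. TOP2A had a UMI in 0.177% of upper-band nuclei (0.0882 to 0.316%) and 0.062% of deeper-band nuclei (0.020 to 0.145%), and CDK1 in 0.112% and 0.0248%. In excitatory nuclei, which do not divide, TOP2A had a UMI in 0.253% and 0.146% and ASPM in 4.18% and 3.39%, against 3.50% and 2.38% of all nuclei, which are shallower. CDK1 had a UMI in 0.0633% and 0.0292% of excitatory nuclei. After thinning, TOP2A was seen in 0.0340% and 0.0136% of all nuclei and in 0.0636% and 0.0293% of excitatory nuclei. ASPM was then seen in 0.714% and 0.571% of all nuclei, 0.604% (0.364 to 0.942%) and 0.3803% (0.203 to 0.650%) of excitatory nuclei and 1.07% (0.292 to 2.72%) and 1.06% (0.459 to 2.08%) of astrocyte-like nuclei.

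In excitatory nuclei the 4 immature neuron genes with enough UMIs had a median log2 ratio of 0.36 (0.18 to 0.51), at percentile 99.7 of matched lists. STMN1 was higher in the deeper band (0.72, from 80.6 to 132.3 CPM), as were SOX4 and DPYSL3, whereas STMN2 was lower (-0.35, from 253.2 to 198.9 CPM). The 4 immediate early genes with enough UMIs had a median of 0.23 (0.05 to 0.40), at percentile 93.7. EGR1 was higher (0.82) and NR4A1 lower (-0.45) in the deeper band, so these genes did not move together.

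Among genes of migration and lissencephaly, PAFAH1B1 did not differ in excitatory nuclei, with 184.5 and 186.3 CPM and a log2 ratio of 0.01 (-0.03 to 0.06), or in inhibitory nuclei, with -0.02 (-0.12 to 0.08). DAB1 was near 1000 CPM or above in the excitatory, inhibitory and astrocyte-like classes, with log2 ratios of 0.07, -0.05 and -0.04. Its ratio in inhibitory nuclei reversed to 0.03 with the mean of each nucleus's CPM and to 0.07 after thinning. RELN was lower in the deeper band, at 1016 and 517.6 CPM in inhibitory nuclei, a log2 ratio of -0.97 (-1.03 to -0.91). RELN was among the leading genes of an inhibitory cluster with 175 and 140 nuclei. The mix of inhibitory subtypes was not held fixed, so its part in this ratio is open. FLNA in excitatory nuclei had a ratio of -0.57 (-0.74 to -0.39). TUBA1A was low and higher in the deeper band, with a ratio of 1.40 (0.87 to 1.95) in inhibitory and 0.49 (0.25 to 0.74) in excitatory nuclei. NDEL1 in excitatory nuclei had 0.16 (0.03 to 0.30), but -0.14 (-0.51 to 0.23) after thinning.

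Over the 13862 genes with enough UMIs in excitatory nuclei, the median log2 ratio was -0.02 and the 5th and 95th percentiles were -0.66 and 0.49. Counting error alone would give -0.20 and 0.20. In inhibitory nuclei the percentiles were -0.42 and 0.44, against -0.27 and 0.25 from counting alone. No class had a median shift over 0.1. By the size rule, the excitatory genes higher in the deeper band were BMP5 (2.00, from 5.74 to 23.0 CPM), PLCXD2 (1.37), MIF (1.247), ANGPT4 (1.22) and ENC1 (1.09). Those lower were FEZF2 (-2.20), NXPH2 (-2.19, from 138.2 to 30.2 CPM), FOXP2 (-2.09), FAM160A1 (-2.04) and COLEC12 (-1.92). NXPH2 and FAM160A1 were among the leading genes of a deep-layer-like subcluster with 153 upper-band and 17 deeper-band nuclei. FOXP2 was among those of another, with 398 and 106, and PLCXD2 among those of an upper-layer-like subcluster with 58 and 329. The other genes named here were among the leading genes of no excitatory subcluster. Subtype mix was not held fixed for single genes, so these ratios may reflect it. In the other classes together, the ratios of the higher genes were 1.04 for BMP5, -0.50 for PLCXD2, 1.24 for MIF, -0.23 for ANGPT4 and 0.27 for ENC1. Those of the lower genes were -1.45 for FEZF2 (58 and 22 UMIs), -0.03 for NXPH2, -0.71 for FOXP2 (30 and 19 UMIs), -0.10 for FAM160A1 and -0.32 for COLEC12. The other classes were pooled without holding their mix fixed. Inhibitory nuclei gave 8557321 UMIs in the upper band and 6056363 in the deeper band, and oligodendrocyte-like nuclei 2065340 and 4096992. These pooled ratios can thus differ from the ratios within each class.

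In inhibitory nuclei the rule gave CORT (1.83) and MIF (1.52) as higher and LYPD6 (-1.24) and RELN (-0.97) as lower in the deeper band. The mix of inhibitory subtypes was not held fixed for these genes. In astrocyte-like nuclei it gave ALPK1 (2.15) and ATP5PF (1.36) as higher, and KCNQ3 (-1.30) and SLC14A1 (-1.11) as lower. In oligodendrocyte-like nuclei CRYAB (2.00, from 65.8 to 262.6 CPM) and PAQR4 (1.58) were higher, and ASIC1 (-0.92) and SPINT2 (-0.86) lower. ALPK1 and CRYAB are also among the leading genes of 1 cluster each within these classes. CRYAB had a ratio of 1.98 in the other classes together, pooled without holding their mix fixed. In oligodendrocyte precursor-like nuclei CD81 (1.62) and ADGRG1 (1.06) were higher and SST (-1.17) and LONP2 (-1.06) lower. SST rested on 90 and 51 UMIs in this class, against 5961 and 7244 in the other classes, and free RNA from neurons was not removed.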

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

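The alternatives were fixed before the data were examined, except the clustering without marker and list genes, which was added after seeing the data. An alternative was held to leave a value in place when it stayed inside the main value's 95% counting interval. For the 23 main results this was so in 132 comparisons, and in 23 the value moved outside. None of these 23 results with an interval clear of 0 changed direction. For single genes, 304 values stayed inside, 37 moved and 4 reversed. The cause of a move was not tested unless it is given. Leaving out a library was not possible with 1 per band. No paired analysis was possible because there was 1 library per band.

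The log2 ratio of the excitatory share, -0.26 in the main setting, was -0.20 with a gene minimum of 1000, -0.16 with 2 times as many doublets removed, -0.20 at resolution 2, -0.32 with each library clustered on its own and -0.20 after thinning. With 2 times as many doublets removed, the oligodendrocyte-like ratio was 0.40 without and 0.61 with the ENPP6 cluster, and the upper-layer-like ratio was 1.32. At resolution 2 the MGE-like ratio was -0.37 and the upper-layer-like ratio 1.13. Each library clustered on its own gave -0.98 for deep-layer-like nuclei. Without marker and list genes in the clustering, the upper-layer-like ratio was 1.13. After thinning, which leaves out shallow nuclei, the oligodendrocyte-like ratio was 0.59 without and 0.76 with the ENPP6 cluster, the CGE-like ratio 0.44 and the deep-layer-like ratio -2.38. Ratios of the astrocyte-like, inhibitory and oligodendrocyte precursor-like shares stayed inside their intervals in all 9 alternatives. For oligodendrocyte precursor-like nuclei, though, the interval was clear of 0 with a gene minimum of 1000, at 0.34 (0.01 to 0.67), and with 2 times as many doublets removed, at 0.35 (0.03 to 0.67). The CGE-like interval was clear of 0 with that removal, at 0.28 (0.08 to 0.47), and after thinning. The microglia-like ratio ranged from -0.04 to 0.41. It has no value under a gene minimum of 1000, resolution 0.5, each library on its own or thinning, since no cluster took that name in both libraries.

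The DCX ratio over all nuclei was -0.14 with the mean of each nucleus's CPM and -0.15 after thinning, and in inhibitory nuclei it was 0.11 after thinning. The summed progenitor genes gave -0.26 after thinning. The median absolute log2 ratio over genes in excitatory nuclei, 0.159 in the main setting, was 0.159 with median-of-ratios scaling, 0.155 without doublet removal and 0.223 after thinning, which leaves fewer UMIs per gene. DAB1 in inhibitory nuclei reversed to 0.0274 with the mean of each nucleus's CPM and to 0.0733 after thinning. NDEL1 and POU3F2 in excitatory nuclei reversed to -0.14 and -0.12 after thinning, with intervals that held 0. The depth after thinning limits what can be said of genes as low as these. The layer gene, immature neuron and immediate early list medians and RORB stayed inside their intervals in all 5 alternatives computed for them.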

Other observations

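The tests of a shift shared by all neurons, of free RNA and of the subtype mix for the layer genes, and of free RNA for the mixed clusters, were written down before their values were seen. The other tests here were chosen only after the results were seen. Thinning of the layer lists had been planned as an alternative before the data were examined, and its use as a test of depth was chosen after.

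The deeper band, and not the upper band, was rich in upper-layer-like excitatory neurons. The gap between the medians of upper-layer and deep-layer genes in excitatory nuclei was 1.84 on the log2 scale (1.65 to 1.97). With every nucleus thinned to 1500 UMIs the gap was 1.72. Thinning leaves the expected CPM nearly unchanged, so this value cannot decide on depth. The median depths of excitatory nuclei were 10727 UMIs in the upper band and 10387 in the deeper band. A shift common to all neurons and free RNA predicted values that were not found. In inhibitory nuclei the gap was 0.26 (0.07 to 0.48), against 1.96 in excitatory nuclei over the same 11 genes, so a shift common to all neurons of a library is too small to account for it. Oligodendrocyte-like nuclei would carry the same free RNA, but their difference in UMIs per nucleus was at most 5.29% of that in excitatory nuclei. A different mix of excitatory subtypes was tested with subclusters made without the listed genes. Of 20 subclusters, 18 had at least 20 nuclei in each library, and weighting the deeper-band nuclei to the upper-band mix left a gap of 0.0731. The pattern may therefore lie in which subtypes were captured rather than in expression within a subtype, although genes that vary with the listed ones still shaped the subclusters. Which tissue depth each dissection reached was not tested. An exchange of the labels of the 2 libraries cannot be told apart from the labels as given, because no sample of known depth was used here. The oligodendrocyte-like share, ENPP6 cluster included, was higher in the library labelled deeper (log2 ratio 1.06), and whether this fits the labels rests on an assumption about white matter that these data do not test. An effect of the DCX edit on neuron position stays open and untested without wild-type tissue.

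DCX UMIs were most frequent per UMI in astrocyte-like nuclei of both libraries. Free RNA is a poor candidate explanation, since at most 0.799% of thinned oligodendrocyte-like nuclei had a DCX UMI against 24.1% and 20.6% of astrocyte-like ones. Attached or mixed neurons would bring their other transcripts. The median of 9 excitatory markers stood at 32.5% (upper band) and 19.0% (deeper band) of its excitatory CPM in astrocyte-like nuclei, while DCX stood at 292% and 230%. The markers ranged widely, from 0 (NEUROD2) to 245% in the upper band and 71.1% in the deeper band, both from NRGN on 2 and 4 UMIs. SLC17A7 stood at 77.3% and 42.1%, and CHN1, with most UMIs, at 57.5% and 60.5%. Some neuronal RNA may thus be present in these nuclei, but apart from NRGN no marker passed its excitatory level as DCX did. Reads of the paralog DCLK1 would follow DCLK1, which was at most 7.61% of its excitatory CPM. DCLK2 itself stood at 142% (upper band) and 250% (deeper band) of its excitatory CPM in astrocyte-like nuclei, so it was raised there as DCX was. If all DCX UMIs were reads of DCLK2, DCX would keep a fixed share of DCLK2. A partial contribution of DCLK2 reads was not tested. The share of DCX relative to DCLK2 was 164% and 96.5% in astrocyte-like nuclei but at most 39.9% in inhibitory and oligodendrocyte precursor-like nuclei. Excitatory nuclei had 2622 DCX and 3282 DCLK2 UMIs in the upper band, and 2927 and 2795 in the deeper band. In the deeper band their share was thus above that of astrocyte-like nuclei. Reads from a gene that overlaps DCX, or from intronic sequence, were not tested, since the counting rule is not stated. DCX transcription in astrocytes of this cortex is a hypothesis that stays open.

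Much of the lower sum of progenitor genes in the deeper band may come from VIM in nuclei other than progenitors. Without VIM the log2 ratio was -0.10 (-0.34 to 0.14). VIM was not the only member that was lower, since FABP7 had -0.53 (-0.91 to -0.16), which PAX6 at 0.30 offset in the sum. The list without VIM does not isolate progenitors either. Of the nuclei with a PAX6 UMI, 54 of 114 in the upper band and 110 of 149 in the deeper band were astrocyte-like. Of those with a FABP7 UMI, 64 of 127 and 29 of 95 were excitatory, and 27 and 40 were astrocyte-like. The unnamed vascular-like cluster, whose leading genes include APOA1, NID1, ZIC4 and TBX15, held 70.4% of the VIM UMIs in the upper band (178 of 253) but 8.70% in the deeper band (6 of 69). The cluster had 258 and 150 nuclei, so VIM within it also differed between libraries, and no biological explanation for that was tested.

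An unnamed cluster carried oligodendrocyte and astrocyte markers, with 150 upper-band and 33 deeper-band nuclei. In the upper band this was 15.3 times the number that random pairs of nuclei in a droplet would give, and in the deeper band 0.819 times. Doublet calling had already removed 1546 deeper-band nuclei, so fewer random pairs may remain than that number. Random pairs thus stay open for the deeper-band nuclei, but they do not account for the upper-band ones. Free RNA of all cells would raise neuronal markers too. Excitatory markers were at most 1.54 times their level in oligodendrocyte-like nuclei, while astrocyte markers were 8.66 and 19.5 times higher. The median UMI count was 1.08 (upper) and 1.03 (deeper) times the sum of the medians of both classes, as pairs of nuclei that stay attached through isolation would give. Attached pairs are thus a candidate explanation for the upper-band excess.

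A second unnamed cluster carried oligodendrocyte and microglia markers, with 153 and 125 nuclei, more than the 47 and 66 nuclei of the cluster named microglia-like. Random pairs would give 41.9 and 13.4 times fewer nuclei. Free RNA is unlikely, since excitatory markers were at most 0.821 times their level in oligodendrocyte-like nuclei, while microglia markers were 16.2 and 32.1 times higher. The median UMI count was 1.55 (upper) and 1.45 (deeper) times the sum of both classes' medians, more than attached pairs of median nuclei would hold. Attached pairs, with shallow droplets lost to the gene minimum, and microglia that took up oligodendrocyte material cannot be told apart here, because UMI counts alone do not separate them.

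MIF was higher in the deeper band in excitatory and inhibitory nuclei. In the 3 glial classes compared its log2 ratios were 0.40 (-0.15 to 0.97) in astrocyte-like, 0.66 (0.29 to 1.04) in oligodendrocyte-like and 1.30 (0.03 to 2.77) in oligodendrocyte precursor-like nuclei. All point the same way, as a change shared by every class of a library would, but the lowest, 0.40, is within counting error of 0. A shared change of this kind could come from tissue handling or library preparation, which 1 library per band cannot separate from band.

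Some clusters differed in number between the libraries and are given as values. An astrocyte-like cluster with CD44 and GFAP among its leading genes held 2 upper-band and 85 deeper-band nuclei. The unnamed cluster led by ABCA9 and ENPP6 held 73 and 456 nuclei. The oligodendrocyte-like cluster with CRYAB among its leading genes held 196 and 816 nuclei. A cluster drawn mostly from 1 library can reflect that library and not a cell type.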
